A study of Homo sapiens with 16 samples. Its data were reported in "Gene expression based inference of cancer drug sensitivity" (2022).

How the data were processed

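Gene expression was measured by bulk RNA sequencing in LNCaP cells, a human prostate cancer line whose growth depends on androgens. Per the labels, cells were cultured for 72 h in medium with 5% fetal bovine serum and for 48 h in medium with 5% charcoal-stripped serum, which holds little androgen. They were then treated for 48 h with 10 nM dihydrotestosterone (DHT), an androgen, or with its solvent ethanol. Each of these conditions was combined with the solvent DMSO or with 10 µM of bicalutamide (BIC), enzalutamide (ENZ) or apalutamide (APA), which are antiandrogens (called antagonists below). This gave 8 groups of 2 replicates, named VEH, DHT, BIC.VEH, BIC.DHT, ENZ.VEH, ENZ.DHT, APA.VEH and APA.DHT, and 16 libraries in all. Groups and replicate numbers were taken from the sample labels. Libraries were stranded, selected for polyadenylated RNA and sequenced on an Illumina HiSeq as 125 bp paired reads.

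The authors checked reads with FastQC, trimmed them with TrimGalore, aligned them to GRCh38 with STAR and estimated gene levels with RSEM. Tool versions were not stated. The values deposited are TPM per gene symbol, with 1 column per library and no pooling of replicates. TPM divides each gene's estimated reads by its length and scales every library to a fixed total, so a rise in abundant transcripts lowers the values of all others. The table held 60642 gene symbols, of which 26439 were listed at 0 in every library. Column totals ran from 976190 to 983114, less than the nominal total of TPM, and the cause was not tested. No column belonged to other samples (0 columns).

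TPM keeps no read depth, so the depth behind each value is unknown from the table, and no counting interval or detection floor is given. The labels state about 40 M read pairs per library. Precision was therefore judged from the spread between replicates alone. RSEM shares reads that fit several genes among them by a model. Values of near-identical copies are therefore uncertain, which applies to KLK2 and KLK3, to UGT2B17 and to the ribosomal protein genes with their processed pseudogenes. In the RefSeq annotation of GRCh38.p14, FKBP5, MCM2 and ARHGEF26 overlapped other annotated genes, and it was not stated whether the counting used strand.

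The 16636 genes that reached a TPM of 1 in 2 or more libraries were tested. Values were transformed as log2(TPM + 1), so a log2 fold change is on that scale and understates the change of genes with low TPM. A model with the 8 group means and no other term was fitted to all 16 libraries with limma 3.58.1 in R 4.3.3, with the trend option of its moderated test. All groups shared 1 estimate of the spread because each had only 2 libraries. A gene was called when its Benjamini-Hochberg adjusted p-value within the contrast was below 0.05. The contrasts were DHT against VEH, each antagonist against its control with and without DHT, DHT against solvent within each antagonist, the interaction of each antagonist with DHT, and the antagonists against each other with DHT. The groups, the tests, the gene lists, the rule for named genes and all alternatives except those said to be added were chosen before the data were examined.

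The genes named are 6 of 8 set in advance (KLK3, KLK2, TMPRSS2, FKBP5, MKI67 and MCM2) and others chosen by rule. The results of the other genes set in advance are not reported here. For DHT against VEH and for each antagonist against its control, the rule took the 2 called genes with the highest and the 2 with the lowest log2 fold change. These genes also needed a mean TPM of at least 5 in either group and no overlap between the replicates of the groups compared. Where a contrast had 5 or fewer calls, the genes were also named, and those were chosen after their values were seen. Gene positions were taken from the RefSeq annotation of GRCh38.p14, the build family the authors aligned to.

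There were 6 gene lists, written by hand from general knowledge of these processes: androgen-induced genes (26 members), sterol and lipid synthesis (27), S phase (43), G2/M phase (54), DNA replication (35) and ribosomal proteins (79). The S phase and DNA replication lists shared 10 members. Lists were tested with limma's fry, which estimates the correlation between genes from the residuals, and p-values were adjusted by Benjamini-Hochberg over 42 planned tests. A second family of 23 list tests was chosen after the data were seen and adjusted on its own. The alternative was camera with a preset correlation of 0.01, which called every change that fry called and others that fry did not.

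Sample scores were computed by GSVA with gseapy 1.3.1 in Python 3.11.15. GSVA ranks genes within a library and gives each list 1 score per library. The mean score of the 8 libraries with DHT was compared with that of the 8 without by a two-sided exact permutation test that exchanged DHT labels within each antagonist arm. It had 1296 relabellings and a smallest possible p of 0.0015. Exchanging labels only within an arm and replicate number gave 256 relabellings and a smallest possible p of 0.0078.

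The share of the DHT response retained was measured across replicates. Genes whose log2 values differed by at least 1 between DHT and VEH in 1 replicate were selected there and measured in the other. The sum of their differences between the antagonist with DHT and VEH was divided by the sum of their differences between DHT and VEH, separately for genes higher and lower with DHT. A value of 0% means that the genes as a set were at the VEH level and 100% that they were at the DHT level. The same ratio with the antagonist alone in the numerator gave its effect on these genes without DHT. The similarity of antagonist effects was the Pearson correlation across genes of log2 fold changes against the shared DHT group. It is printed beside the value from 100 simulated draws in which unchanged groups shared that control, and beside the correlation with each antagonist taken from a different replicate, which shares no library.

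Whether replicate numbers pair the libraries was checked from the difference between replicate 1 and replicate 2 within each group. Across genes, these differences correlated between every pair of groups, with r from 0.204 to 0.635 and a median of 0.427 over 28 pairs. The numbers, which come from the sample labels, therefore mark a shared factor. The fit without the block was kept as planned, and values from a fit with replicate number as a block are given where they changed a call or moved a count by more than 1.5 times.

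The alternatives were a pseudocount of 0.1, no filter on low values, a TPM of at least 5, median-ratio scaling between libraries, replicate number as a block, only the groups compared in the fit, other gene selections for the retained share, camera, mean log2 values in place of GSVA, and leaving out each library in turn. Removal of GC content and transcript length trends was added after the data were seen. For each library, a smooth trend on GC percent and log2 length was subtracted (natural splines with 4 degrees of freedom each). The block fit was then repeated. GC percent was the median over each gene's GENCODE 44 transcripts, and length was that of the longest. Only protein-coding transcripts were used where a gene had any. Values were found for 13979 of the genes tested (84.0%) and for every list member.

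The limma fit without the block, the retained share, the GSVA scores and the permutation within arms were tested on simulated data. The list tests, the interactions, the block fit, the trend removal and the permutation within arm and replicate number were not. With 200 genes changed by 2 on the log2 scale, limma found 89.5% of them among 188 calls, of which 4.79% were false, and made 0 calls in a contrast with no change (16237 simulated genes tested). A true retained share of 30% was recovered as a mean of 30.3% and 29.3% over 20 draws (SD 2.77 and 2.16 between draws), and a true share of 0% as means between -0.85% and 1.26% (SD from 2.08 to 4.27). A shifted list of 50 genes gave an exact permutation p of 0.00154, and an unshifted list gave an exact permutation p of 0.164. Of 1000 draws with no effect and no difference between replicate numbers, 4.6% had an exact permutation p of 0.05 or less. With 2 libraries per group, an outlying library within a group could not be tested for.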

Results

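The data are gene-level TPM values from 16 RNA sequencing libraries of LNCaP prostate cancer cells, in 8 groups of 2 replicates: DHT or vehicle (VEH), each alone or with bicalutamide (BIC), enzalutamide (ENZ) or apalutamide (APA). The comparisons ask how cells kept in androgen-deprived medium respond to the androgen DHT, and how far each antagonist reverses that response. The number of genes at a TPM of at least 1 ran from 14652 in DHT replicate 1 to 15360 in ENZ.VEH replicate 1. Read depth cannot be recovered from TPM. Mitochondrial genes held between 14.7% (DHT replicate 2) and 22.3% (DHT replicate 1) of the total. The Pearson correlation of log2(TPM + 1) across genes between replicates ran from 0.964 in ENZ.DHT and APA.DHT to 0.982 in BIC.VEH. In ENZ.DHT, 5.71% of genes differed more than 2-fold between replicates, and in APA.DHT 6.17% did, against 2.45% to 3.97% in the other groups. The first 3 principal components held 32.96%, 19.6% and 10.9% of the variance.

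The androgen response was measured as DHT against VEH. With limma and Benjamini-Hochberg adjustment, 1709 of 16636 genes were called, 604 higher and 1105 lower with DHT, and 709 of them differed by at least 2-fold. With replicate number as a block, 4559 genes were called, and all 1709 were among them in the same direction. The count moved by the largest ratio with only the DHT and VEH libraries in the fit, where 173 genes were called. The median log2 fold change of all genes was -0.10. Under median-ratio scaling, 996 of 1889 calls were higher (52.7%), against 35.3% as deposited. Within ENZ, the median log2 fold change of DHT against vehicle was -0.13.

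KLK3, which encodes prostate-specific antigen (chromosome 19, 50854915 to 50860764 in GRCh38.p14), rose from 38.5 ± 20.5 TPM in VEH to 3262 ± 1188 TPM with DHT (SD, n = 2). Its log2 fold change was 6.42 (SE 0.64, limma adjusted p 0.00016). KLK2, its neighbour and paralog (chromosome 19, 50873439 to 50880567), rose from 4.19 ± 0.83 to 489 ± 6.51 TPM, with a log2 fold change of 6.57 (SE 0.46, limma adjusted p 1.8e-05). Reads that fit both genes could have been divided between them by the authors' counting. KLK2 and KLK3 were also the genes with the highest fold change that met the naming rule. TMPRSS2 (chromosome 21, 41464305 to 41508158) had a log2 fold change of 3.15 (SE 0.32, limma adjusted p 0.00017). For FKBP5 (chromosome 6, 35573590 to 35728583) it was 2.68 (SE 0.24, limma adjusted p 7.4e-05). The genes that fell most by the rule were PLA2G2A (chromosome 1, 19975431 to 19980434), from 375 ± 104 to 17.7 ± 7.66 TPM, and IFI27L2 (chromosome 14, 94127781 to 94129604), from 35.99 ± 11.4 to 2.43 ± 2.07 TPM. Their log2 fold changes were -4.37 (SE 0.46) and -3.54 (SE 0.53). With only the groups compared in the fit, the adjusted p of IFI27L2 was 0.063.

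MKI67 (chromosome 10, 128096659 to 128126423) and MCM2 (chromosome 3, 127598411 to 127622436) mark dividing cells. MKI67 stood at 5.73 ± 5.02 TPM in VEH and 18.04 ± 8.99 TPM with DHT (SD, n = 2). Within each replicate number it was higher with DHT, but the replicates differed as much as the groups, at 2.18 and 9.28 TPM in VEH and 11.7 and 24.4 TPM with DHT. The log2 fold change of 1.65 (SE 1.06) was not called (limma adjusted p 0.36), and was called with the replicate block (SE 0.29, adjusted p 0.0021). It was 0.80 without VEH replicate 1 and 2.50 without VEH replicate 2. MCM2 had a log2 fold change of 1.08 (SE 0.62, limma adjusted p 0.30), which the block also called (SE 0.19, adjusted p 0.0023).

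**Figure D1:**
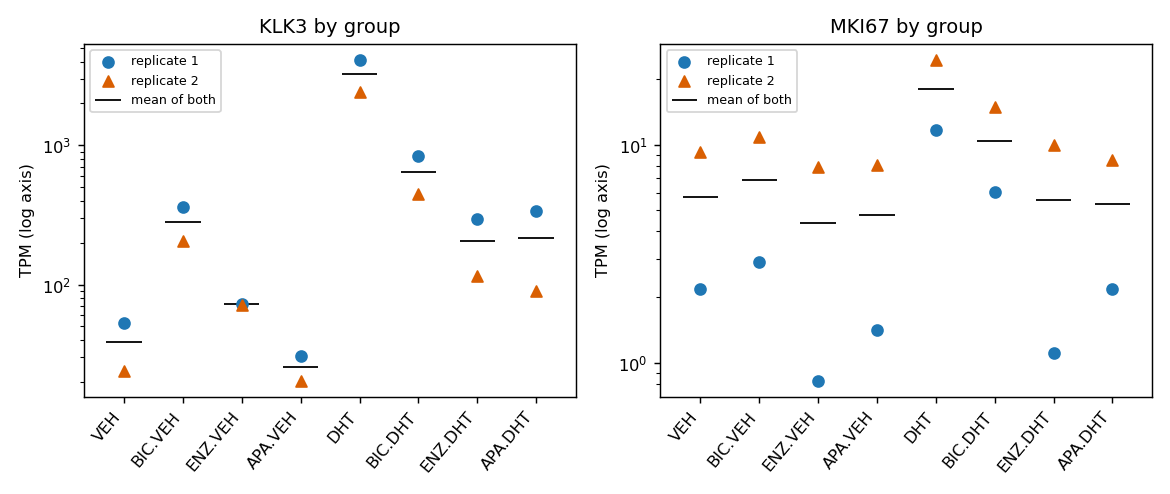
TPM of KLK3 (left) and MKI67 (right) on a log axis in each of the 8 groups; circles are replicate 1, triangles replicate 2 and bars the mean of both. KLK3 was highest in the DHT libraries (4102 and 2422 TPM), and MKI67 was lower in replicate 1 than in replicate 2 in all 8 groups.

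The effect of each antagonist in the presence of DHT was tested against DHT alone. BIC.DHT had 521 calls (242 higher, 279 lower), ENZ.DHT 1605 (788 higher, 817 lower) and APA.DHT 1391 (707 higher, 684 lower), by limma with Benjamini-Hochberg adjustment. The balance of higher and lower calls changed with the processing: BIC.DHT had 289 higher and 215 lower with a pseudocount of 0.1 and 198 and 363 with no filter, and APA.DHT had 856 and 662 with that pseudocount and 778 and 918 under median-ratio scaling. With the replicate block the counts were 2216, 4863 and 4545, and each included every gene called without it, in the same direction. With only the groups compared in the fit they were 0 (2745 genes at an unadjusted p below 0.05), 7 and 0 (2501 genes at an unadjusted p below 0.05). Of the 1709 genes called for DHT against VEH, 500 (29.3%) were called in the opposite direction with BIC, 1130 (66.1%) with ENZ and 1094 (64.0%) with APA. No gene was called in the same direction by DHT and by an antagonist: the numbers called in both comparisons were the same 500, 1130 and 1094. These comparisons share the DHT libraries, which pushes their fold changes apart in sign even without an effect.

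KLK3 fell from 3262 ± 1188 TPM with DHT to 645 ± 283 TPM in BIC.DHT, 205 ± 128 TPM in ENZ.DHT and 215 ± 176 TPM in APA.DHT (SD, n = 2). The log2 fold changes were -2.36, -4.09 and -4.16 (SE 0.64 each), with limma adjusted p of 0.081, 0.003 and 0.0029; the block called the first as well (adjusted p 0.0012). KLK2, TMPRSS2 and FKBP5 were called lower with all 3 antagonists, with log2 fold changes from -2.18 (FKBP5 with BIC) to -4.66 (KLK2 with APA). By the naming rule, PLA2G2A rose most with each antagonist, by 3.61, 4.16 and 4.35 on the log2 scale for BIC, ENZ and APA. IFI27L2 rose by 3.56 with ENZ and 3.37 with APA, and UGT2B17 (chromosome 4, 68537173 to 68576322), a member of a family of close copies, by 2.72 with BIC. PGC (chromosome 6, 41736711 to 41747397) fell from 37.1 ± 8.88 TPM to 1.78 ± 0.32 TPM with BIC, 0.425 ± 0.33 TPM with ENZ and 0.475 ± 0.23 TPM with APA. CHRNA2 (chromosome 8, 27459756 to 27479261) fell from 31.6 ± 1.42 to 2.00 ± 0.53 TPM with BIC. With only the groups compared in the fit, the calls of these genes were lost in 1 or more of the antagonist contrasts, with adjusted p up to 0.16.

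The log2 fold change of MKI67 was -0.76, -1.90 and -1.71 with BIC, ENZ and APA (SE 1.06 each), and none of these was called (limma adjusted p 0.81, 0.28 and 0.35). The block called the changes with ENZ (adjusted p 0.00094) and APA (adjusted p 0.0019) and not that with BIC (adjusted p 0.12). Single libraries moved these values: with ENZ it was -0.71 without ENZ.DHT replicate 1 and -3.09 without ENZ.DHT replicate 2, with APA -0.92 without APA.DHT replicate 1, and with BIC -0.18 and -1.34 without BIC.DHT replicates 1 and 2, and -1.27 and -0.26 without DHT replicates 1 and 2. For MCM2 it was -0.65, -1.49 and -1.34 (SE 0.62 each, limma adjusted p 0.70, 0.15 and 0.21), and the block called the changes with ENZ (adjusted p 0.00034) and APA (adjusted p 0.00067). With BIC the adjusted p was 0.051 with the block and 0.013 once GC and length trends were also removed. Without replicate 1 of ENZ.DHT or APA.DHT, the MCM2 changes were -0.77 and -0.68. With BIC they were -0.28 and -1.02 without BIC.DHT replicates 1 and 2, and -0.98 and -0.32 without DHT replicates 1 and 2.

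The share of the DHT response that remained was measured in the replicate not used to select the genes (603 and 551 genes higher with DHT, 680 and 815 lower). With BIC, 31.3% ± 0.99 of the response of the higher genes and 36.7% ± 2.10 of the lower genes remained (SD, n = 2). With ENZ the shares were 6.34% ± 14.8 and 17.9% ± 6.87, and with APA 2.13% ± 2.47 and 19.8% ± 11.7. For the higher genes, BIC lay above both ENZ values (16.8% and -4.12%) and both APA values (3.88% and 0.39%), and for the lower genes above both ENZ values (22.7% and 13.01%) and both APA values (28.02% and 11.5%). ENZ and APA differed by less than the SD of ENZ. These differences were not tested. Selecting genes by a log2 difference of at least 2 moved the ENZ value of the higher genes the most, to 26.5% ± 58.5, with 67.9% measured in replicate 1 and -14.9% in replicate 2.

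**Figure D2:**
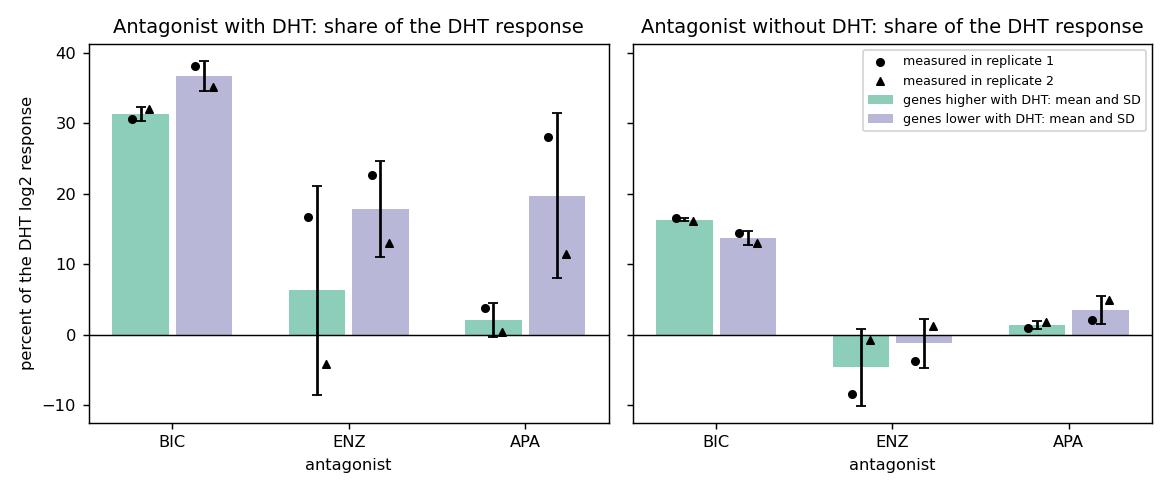
Percent of the DHT log2 response (y axis) present with each antagonist and DHT (left) or with the antagonist alone (right), for genes higher (green) or lower (purple) with DHT; bars are means of 2 replicates, error bars the SD, and circles and triangles the values measured in replicates 1 and 2. BIC lies above ENZ and APA in both panels, at 31.3% and 36.7% with DHT and 16.4% and 13.8% alone.

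The effect of each antagonist without DHT was tested against VEH. BIC.VEH had 0 calls (194 genes at an unadjusted p below 0.05), ENZ.VEH 0 (139 genes) and APA.VEH 1. With the replicate block BIC.VEH had 3 calls, ENZ.VEH 0 (483 genes at an unadjusted p below 0.05) and APA.VEH 2, and with no filter on low values they had 11, 14 and 12. The gene called for APA.VEH was RNU5E-1 (chromosome 1, 11908152 to 11908272), a small nuclear RNA listed at 8.68 and 11.9 TPM in the APA.VEH libraries and at 0 in every other library. Such a gene is short and its RNA is not usually polyadenylated, and an exact 0 in a TPM table can be a failed estimate, so no fold change is given. KLK3 stood at 282 ± 108 TPM in BIC.VEH against 38.5 ± 20.5 TPM in VEH (SD, n = 2). Its log2 fold change of 2.89 (SE 0.64) was not called over all genes (limma adjusted p 1.0) and was called with the replicate block (adjusted p 0.035). KLK2 was at 34.97 ± 1.75 TPM in BIC.VEH against 4.19 ± 0.83 TPM in VEH, with a log2 fold change of 2.80 (SE 0.46) that neither fit called (adjusted p 1.0, and 0.13 with the block). In ENZ.VEH, KLK3 was at 72.2 ± 0.94 TPM and KLK2 at 10.33 ± 1.75 TPM. Their log2 fold changes of 0.99 (SE 0.64) and 1.13 (SE 0.46) were called by neither fit. That of KLK3 was 1.55 and 0.44 without VEH replicates 1 and 2. In APA.VEH they were -0.50 for KLK3 (0.05 and -1.06 without VEH replicates 1 and 2) and -0.49 for KLK2.

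On the genes selected for their DHT response, BIC alone gave 16.4% ± 0.25 of that response for the higher genes and 13.8% ± 0.95 for the lower genes (SD, n = 2). ENZ alone gave -4.59% ± 5.43 and -1.20% ± 3.45, and APA alone 1.38% ± 0.58 and 3.55% ± 2.05. The BIC values were the same in sign and lay above all ENZ and APA values in both replicates. Under the selection by a log2 difference of at least 2, the APA values were 18.8% ± 20.7 and 11.9% ± 8.20, and BIC was not above APA in replicate 1 (29.5% against 33.4% for the higher genes and 17.63% against 17.70% for the lower genes).

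The response to DHT within each antagonist was tested against the same antagonist without DHT. BIC.DHT against BIC.VEH had 0 calls (234 genes at an unadjusted p below 0.05), ENZ.DHT against ENZ.VEH 1 and APA.DHT against APA.VEH 1. With the block there were 0 (768 genes at an unadjusted p below 0.05), 1 and 4. The call for ENZ was AC008752.1, named after its values were seen, which was listed at 2.70 and 5.42 TPM in the ENZ.DHT libraries and at 0 in every other library. The call for APA was RNU5E-1, as above. For the androgen-induced list, tested in a family of 23 chosen after the data were seen, DHT raised the mean by 0.23 with BIC (fry adjusted p 0.035, 0.045 with the block, 21 of 26 members higher), 0.10 with ENZ (adjusted p 0.97) and 0.31 with APA (adjusted p 0.076). Of the 26 androgen-induced members, 12 were higher with ENZ (median change -0.04) and 16 with APA (median change 0.09). The DNA replication list rose by 0.16 with BIC (adjusted p 0.97, 0.0084 with the block). With BIC the G2/M list rose by 0.43 (50 of 54 members higher) and the S phase list by 0.25 (35 of 43). Neither was called (adjusted p 0.97 each, and 0.10 and 0.083 with the block). The interaction, which is the difference between the DHT response with and without the antagonist, was called for 164 genes with BIC (53 higher, 111 lower), 271 with ENZ (96 higher, 175 lower) and 237 with APA (103 higher, 134 lower). The excess of lower calls depended on the processing: with a pseudocount of 0.1 the calls were 74 higher and 82 lower with BIC, 117 and 142 with ENZ and 107 and 94 with APA. With the replicate block the counts were 1063 (539 higher, 524 lower), 1648 (696 higher, 952 lower) and 1686 (869 higher, 817 lower) and included all genes called without it.

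The antagonists were compared with each other in the presence of DHT. ENZ.DHT against BIC.DHT had 1 call, APA.DHT against BIC.DHT 0 (483 genes at an unadjusted p below 0.05) and APA.DHT against ENZ.DHT 1, and both calls were AC008752.1. With the block the counts were 2, 9 and 1. In the family of list tests chosen after the data were seen, the androgen-induced list was lower with ENZ than with BIC (-0.57, fry adjusted p 4.3e-05, 1 of 26 members higher) and with APA than with BIC (-0.61, adjusted p 4.3e-05, 0 of 26 members higher), and differed by -0.04 between APA and ENZ (adjusted p 0.97). Across 16636 genes, the fold changes against DHT correlated with r = 0.823 between BIC and ENZ, 0.831 between BIC and APA and 0.920 between ENZ and APA. Unchanged groups that share the DHT control gave simulated r of 0.5001, 0.499 and 0.501. With each antagonist taken from a different replicate, so that no library was shared, the mean r was 0.540, 0.546 and 0.532. Genes are not independent replicates, so no p-value is given.

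Gene lists were compared by their mean log2 fold change, with limma's fry and Benjamini-Hochberg adjustment over 42 tests. With DHT, the androgen-induced list rose by 2.19 (adjusted p 2.4e-09), with 25 of 26 members higher. Of its members, 23 were called over all genes tested and 24 when adjusted over the list alone. The sterol and lipid synthesis list rose by 0.86 (adjusted p 5.8e-05, 26 of 27 members higher; 19 members called over all genes and 22 adjusted over the list alone). Both lists fell with each antagonist in the presence of DHT: the androgen-induced list changed by -1.42 with BIC (adjusted p 2.1e-08), -1.99 with ENZ (adjusted p 2.4e-09) and -2.03 with APA (adjusted p 2.4e-09), and the sterol list by -0.76 (adjusted p 9.2e-05), -1.06 (adjusted p 1.5e-05) and -0.95 (adjusted p 3.4e-05). The alternative that moved these the most kept only the groups compared in the fit, where the sterol list no longer passed with ENZ (adjusted p 0.067) or APA (adjusted p 0.052). Without DHT, the androgen-induced list was higher by 0.54 in BIC.VEH (adjusted p 0.00029, 23 of 26 members higher), by 0.47 in replicate 1 and 0.60 in replicate 2. None of its members was called over all genes (0; 7 when adjusted over the list alone, and 2 and 9 with the block). With only BIC.VEH and VEH in the fit its adjusted p was 0.067. In ENZ.VEH the list differed by 0.10 (adjusted p 0.50), or 0.19 without VEH replicate 1 and 0.01 without VEH replicate 2. In APA.VEH it differed by -0.14 (adjusted p 0.18), or -0.05 without VEH replicate 1 and -0.24 without VEH replicate 2.

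The lists of dividing cells were higher with DHT but not past the threshold without the block. The S phase list rose by 0.95 (42 of 43 members higher, fry adjusted p 0.32, 2.6e-05 with the block), the G2/M list by 1.07 (52 of 54 members, adjusted p 0.49, 0.00061 with the block) and the DNA replication list by 0.63 (31 of 35 members, adjusted p 0.24, 1.7e-06 with the block). Of their members, 1, 1 and 2 were called over all genes, and 1, 0 and 1 when adjusted over the list alone; with the block 35, 48 and 27 were called over all genes. Leaving out DHT replicate 2 gave 0.62, 0.62 and 0.39, and leaving out VEH replicate 1 gave 0.59, 0.52 and 0.41. The G2/M list was at 1.63 without VEH replicate 2. Within replicates 1 and 2, which keeps the replicate numbers equal, the rises were 0.98 and 0.92 for S phase, 1.18 and 0.96 for G2/M and 0.61 and 0.65 for DNA replication. The ribosomal protein list differed by -0.22 (fry adjusted p 0.54, 0.098 with the block), and this ran from -0.45 without DHT replicate 2 to 0.00 without DHT replicate 1, with -0.39 and -0.06 without VEH replicates 1 and 2.

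With antagonist and DHT against DHT alone, the S phase list changed by -0.57 with BIC, -1.15 with ENZ and -1.08 with APA (fry adjusted p 0.52, 0.23 and 0.24; with the block 0.00038, 7.9e-06 and 1.1e-05). The G2/M list changed by -0.47, -1.27 and -1.11 (adjusted p 0.89, 0.34 and 0.44; with the block 0.036, 0.00022 and 0.00044), and the DNA replication list by -0.39, -0.74 and -0.69 (adjusted p 0.49, 0.21 and 0.24; with the block 2.6e-05, 6.1e-07 and 9e-07). Without replicate 1 of ENZ.DHT these 3 lists were at -0.62, -0.54 and -0.45, and without replicate 1 of APA.DHT at -0.61, -0.48 and -0.44. Without DHT replicate 2 the G2/M list was at -0.82 with ENZ and -0.66 with APA, and the DNA replication list at -0.45 with APA. Without replicate 2 of ENZ.DHT or APA.DHT the G2/M list was at -2.01 and -1.74. Leaving out a library sets unequal replicate numbers against each other, and within replicates 1 and 2 the changes with BIC were -0.57 and -0.57 for S phase, -0.44 and -0.49 for G2/M and -0.36 and -0.41 for DNA replication. With ENZ they were -1.35 and -0.96, -1.56 and -0.99, and -0.79 and -0.69, and with APA -1.20 and -0.95, -1.29 and -0.93, and -0.69 and -0.68. With BIC, all 3 lists moved by more than 1.5 times with any of the 4 libraries left out: S phase between -0.23 (without BIC.DHT replicate 1) and -0.91 (without BIC.DHT replicate 2), G2/M between -0.02 (without DHT replicate 2) and -0.92 (without DHT replicate 1), and DNA replication between -0.15 (without DHT replicate 2) and -0.62 (without DHT replicate 1). The ribosomal protein list rose by 0.29, 0.40 and 0.38 with BIC, ENZ and APA (adjusted p 0.45, 0.29 and 0.30; with the block 0.044, 0.014 and 0.015). Without DHT replicate 1 it was at 0.06, 0.17 and 0.15, without DHT replicate 2 at 0.52, 0.63 and 0.61, and with BIC at 0.44 and 0.14 without BIC.DHT replicates 1 and 2.

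Without DHT, the other 5 lists were not called for any antagonist, with mean changes from -0.40 to 0.18 and fry adjusted p of 0.89 or 0.95. The block called the DNA replication list in ENZ.VEH (-0.13, adjusted p 0.015) and APA.VEH (-0.13, adjusted p 0.015). Single libraries changed the sign of most of these means, with the widest range for G2/M, from -1.22 without ENZ.VEH replicate 2 in the ENZ contrast to 0.76 without BIC.VEH replicate 1 in the BIC contrast. The DNA replication list ran from -0.38 without ENZ.VEH replicate 2 to 0.12 without ENZ.VEH replicate 1, and from -0.36 without APA.VEH replicate 2 to 0.09 without APA.VEH replicate 1. Such fits set unequal replicate numbers against each other. Within replicates 1 and 2, the G2/M list changed by -0.66 and -0.135 in ENZ.VEH and -0.33 and -0.11 in APA.VEH. In BIC.VEH it changed by 0.15 and 0.20. The DNA replication list changed by -0.16 and -0.10 in ENZ.VEH, -0.14 and -0.13 in APA.VEH, and 0.04 and 0.13 in BIC.VEH. Of these lists, only the ribosomal protein list differed in sign between replicates, in BIC.VEH (0.03 and -0.01) and ENZ.VEH (-0.13 and 0.04).

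The study compared GSVA scores of proliferation pathways with and without DHT over all antagonist arms, and reported higher scores with DHT. It used public pathways, a Wilcoxon test and more samples than the 16 libraries here. With and without DHT were compared here for the 6 lists written by hand, which does not repeat the study's test. There were 8 libraries with DHT and 8 without (exact permutation within arms, Benjamini-Hochberg over 6 tests). The androgen-induced score was higher by 0.584 with DHT (exact p 0.0015, the smallest possible; adjusted p 0.0093) and higher in 8 of 8 pairs of the same arm and replicate number. The DNA replication score was higher by 0.573 (exact p 0.014, adjusted p 0.028, 8 of 8 pairs) and the sterol and lipid synthesis score by 0.496 (exact p 0.0062, adjusted p 0.019, 7 of 8 pairs). The mean log2 value of the members in place of GSVA moved these calls the most, with adjusted p of 0.30 for both of the last scores. The G2/M score was higher by 0.467 (exact p 0.13, adjusted p 0.19, 8 of 8 pairs) and the S phase score by 0.405 (exact p 0.16, adjusted p 0.19, 7 of 8 pairs). Exchanging labels only within arm and replicate number, their adjusted p was 0.016 and 0.019. Without replicate 1 the G2/M difference was 0.295. The ribosomal protein score differed by 0.293 (exact p 0.35, adjusted p 0.35, 5 of 8 pairs), or -0.05 without replicate 1 and 0.633 without replicate 2. Each difference was largest in the arm without antagonist, except for the ribosomal protein score. The androgen-induced score differed by 1.32 without antagonist and by 0.406, 0.331 and 0.279 with BIC, ENZ and APA, the DNA replication score by 0.933 against 0.457, 0.430 and 0.473, and the sterol score by 1.19 against 0.4995, 0.064 and 0.226. These differences within arms rest on 2 pairs each, and the smallest exact p there could not reach 0.05. A GSVA score is relative to the other genes, and the log2 values of the DNA replication list rose less evenly. With DHT its mean changed by 0.16 with BIC, 0.02 with ENZ and 0.08 with APA (fry adjusted p 0.97 each). Of its 35 members, 29, 18 and 25 were higher. The scores therefore do not show that DHT raised this list with ENZ.

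Replicates of ENZ.DHT and APA.DHT differed by transcript length. Among 10358 genes with a mean TPM of at least 5 and known length, the log2 difference between replicates 1 and 2 had a Spearman correlation with transcript length, across genes, of -0.474 in APA.DHT and -0.442 in ENZ.DHT. In the other 6 groups it lay between -0.107 and 0.061. The correlation with GC content was positive in all 8 groups, from 0.157 in ENZ.VEH to 0.562 in VEH. Genes are not independent replicates, so no p-value is given.

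**Figure D3:**
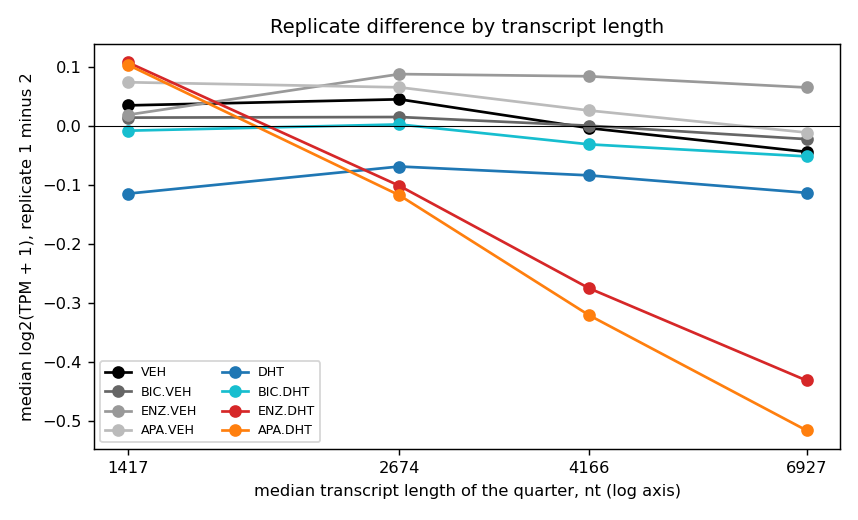
Median difference in log2(TPM + 1) between replicates 1 and 2 (y axis) against the median transcript length in nucleotides of each of 4 length bins (x axis, log scale), with a line for each of the 8 groups. In APA.DHT and ENZ.DHT the median fell from 0.10 and 0.11 in the bin of shortest transcripts to -0.52 and -0.43 in the longest, whose median length was 6927 nt.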

Values the study reported

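The study reported Pearson correlations of 0.96 to 0.98 between its own expression profiles of prostate cancer lines, LNCaP among them, and profiles of those lines from a public encyclopedia of cell lines. It predicted responses to 155 drugs. For untreated LNCaP cells, the median Z-score of the predicted response across drugs was −0.17, the lowest of the cell lines it compared. The untreated cell lines were a separate data set of the study, so these values do not describe the 16 libraries here.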

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

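Median-ratio scaling was among the alternatives chosen before the data were examined. Its use here to test an explanation was chosen after the result was seen. Removal of GC content and transcript length trends was added after the data were seen. The test here that uses this removal was written down before the result of that test was seen.

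An interaction test showed that the effect of DHT differed between the arm without antagonist and each antagonist arm. By limma with Benjamini-Hochberg adjustment, the DHT effect differed for 164 genes with BIC, 271 with ENZ and 237 with APA. The tables argue against 2 technical explanations for most of these calls. Scaling between libraries as the cause would have lowered the counts under median-ratio scaling, but they rose, to 223, 340 and 293, with a lowest ratio of 1.236. Of the main calls, 154, 251 and 218 were kept under that scaling, all in the same direction. Trends on GC content and transcript length as the cause were predicted to lower the blocked counts once removed. On the same genes these went from 1073, 1676 and 1700 to 2143, 2922 and 3013, with a lowest ratio to the count before removal of 1.743. Removal can raise counts by lowering the spread, so the rise alone cannot decide. In comparisons added after, calls of at least 2-fold went from 488, 698 and 674 to 494, 690 and 672. Of the main calls, 151, 247 and 215 were kept in the block fit with the trends removed, all in the same direction. The design names the biological explanation, which is that the antagonists block the action of DHT. In the androgen-induced list, DHT raised the mean log2 value by 2.07 and 2.31 in the 2 replicates without antagonist, by 0.22 and 0.25 with BIC, 0.10 and 0.11 with ENZ and 0.34 and 0.27 with APA. This explanation remains a hypothesis. With 2 libraries per group, the counts also depended on the fit, at 154, 43 and 36 genes with only the 4 groups compared in it.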

How the results depend on the processing

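Of the alternatives in this part, the removal of GC content and transcript length trends was chosen after the data were seen. The cause of a changed result was not tested unless it is stated.

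For the 16 contrasts, 57 counts of called genes under an alternative stayed within 1.5 times the main count and 55 did not. Median-ratio scaling changed no count by that much. With the replicate block, the calls were 4559 for DHT against VEH (1709 without it), 2216, 4863 and 4545 for BIC.DHT, ENZ.DHT and APA.DHT against DHT (521, 1605 and 1391), 3 for BIC.VEH and 2 for APA.VEH against VEH (0 and 1), and 4 for APA.DHT against APA.VEH (1). For the interactions they were 1063, 1648 and 1686 (164, 271 and 237), and they were 2 for ENZ.DHT and 9 for APA.DHT against BIC.DHT (1 and 0). With the trends also removed they were, in the same order, 5510, 3536, 5958 and 5725, then 5 for BIC.VEH, 1 for BIC.DHT against BIC.VEH, 0 for ENZ.DHT against ENZ.VEH (931 genes at an unadjusted p below 0.05) and 4 for APA.DHT against APA.VEH, 2143, 2922 and 3013 for the interactions, 26 and 18 for ENZ.DHT and APA.DHT against BIC.DHT, and 0 for APA.DHT against ENZ.DHT (248 genes at an unadjusted p below 0.05). The block takes the shared difference between replicate numbers out of the residual, which lowers the standard error of genes that have such a difference. It did not lower that of RNU5E-1. It changed no other call than those given here and beside the results.

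With only the groups compared in the fit, which leaves fewer libraries to estimate the spread, the calls fell to 173 for DHT against VEH, 0 for BIC.DHT (2745 genes at an unadjusted p below 0.05), 7 for ENZ.DHT and 0 for APA.DHT (2501 genes) against DHT, and 43 and 36 for the ENZ and APA interactions. They were 0 for APA.VEH against VEH (234 genes), 1 for BIC.DHT against BIC.VEH, 3 for ENZ.DHT against ENZ.VEH, 0 for APA.DHT against APA.VEH (224 genes), 0 for ENZ.DHT against BIC.DHT (274 genes) and 0 for APA.DHT against ENZ.DHT (73 genes). With no filter there were 11, 14 and 12 calls for BIC.VEH, ENZ.VEH and APA.VEH against VEH, 10, 22 and 6 for DHT within BIC, ENZ and APA, 13 and 3 for ENZ.DHT and APA.DHT against BIC.DHT, and 8 for APA.DHT against ENZ.DHT. A TPM of at least 5, which removes AC008752.1 from the test but not RNU5E-1 (limma adjusted p 0.54 for APA.VEH against VEH and 0.30 for APA.DHT against APA.VEH), gave 0 for APA.VEH against VEH (62 genes at an unadjusted p below 0.05), ENZ.DHT against ENZ.VEH (379), APA.DHT against APA.VEH (222), ENZ.DHT against BIC.DHT (322) and APA.DHT against ENZ.DHT (18). A pseudocount of 0.1 gave 0 for ENZ.DHT against ENZ.VEH (538), ENZ.DHT against BIC.DHT (559) and APA.DHT against ENZ.DHT (94). Leaving out a library leaves a group with 1 library, so no calls were counted in those fits.

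Of the retained shares from both replicates, 26 stayed within the SD between replicates and 16 did not. For BIC and the genes higher with DHT (31.3%), the share was 34.7% at a TPM of at least 5, 34.9% under median-ratio scaling, 36.3% with the GC and length trends removed, 25.6% for genes selected by a log2 difference of at least 2 and 24.8% for genes selected by adjusted p over both replicates. For the lower genes (36.7%) it was 30.85% under median-ratio scaling, 28.2% with the trends removed and 32.2% with the log2 selection. For ENZ, the higher genes (6.34%) were at 26.5% with the log2 selection, and the lower genes (17.9%) at 9.03% under median-ratio scaling and 9.15% with the trends removed. For APA, the higher genes (2.13%) were at 4.665% with a pseudocount of 0.1, 8.32% under median-ratio scaling, 6.92% with the trends removed, 4.92% with the log2 selection and 4.93% with the selection by adjusted p. These selections change which genes are measured. The mean share for BIC was above those for ENZ and APA under every alternative except the log2 selection, where ENZ was higher for the genes higher with DHT. No block fit applies to these shares, which are taken within replicates and come from no test.

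For the antagonists alone, 23 values from both replicates stayed within the SD and 19 did not. For BIC and the higher genes (16.4%), the value was 17.35% with a pseudocount of 0.1, 18.5% at a TPM of at least 5, 16.6% under median-ratio scaling, 21.9% with the log2 selection and 14.6% with the selection by adjusted p. For the lower genes (13.8%) it was 11.8% under median-ratio scaling, 12.5% with the trends removed, 15.1% with the log2 selection and 16.15% with the selection by adjusted p. For ENZ, the higher genes (-4.59%) were at 4.43% with the log2 selection and 3.64% with the selection by adjusted p, and the lower genes (-1.20%) at 9.69% with the log2 selection. For APA, the higher genes (1.38%) were at 0.374% with a pseudocount of 0.1, 3.13% at a TPM of at least 5, -1.25% with the trends removed, 18.8% with the log2 selection and -3.53% with the selection by adjusted p. The lower genes (3.55%) were at -2.09% with the trends removed and 11.9% with the log2 selection.

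For the list changes, 274 values under an alternative with a test kept their direction and their side of the threshold, 57 passed it anew, 3 no longer passed it and 2 reversed. Of the 168 values with 1 library left out, which have no test, 26 had the opposite sign. Changes of the androgen-induced and sterol lists with DHT, and of the androgen-induced list with antagonist and DHT, were called by every alternative that tested them, with adjusted p of at most 0.011. With the replicate block, fry called the changes of the DNA replication, G2/M and S phase lists with DHT (0.63, 1.07 and 0.95), of these lists and the ribosomal protein list with BIC and DHT (-0.39, -0.47, -0.57 and 0.29), with ENZ and DHT (-0.74, -1.27, -1.15 and 0.40) and with APA and DHT (-0.69, -1.11, -1.08 and 0.38), and of the DNA replication list in ENZ.VEH (-0.13) and APA.VEH (-0.13). With the trends also removed, it called the first 15 of these, at 0.69, 1.12 and 1.00 with DHT, -0.38, -0.46, -0.56 and 0.30 with BIC, -0.70, -1.19, -1.07 and 0.38 with ENZ, and -0.66, -1.07, -1.03 and 0.36 with APA. Camera called the same 15 changes without the block, and 10 others: the ribosomal protein list with DHT (-0.22), the DNA replication, G2/M, S phase and sterol lists in BIC.VEH (0.0859, 0.18, 0.14 and 0.0463), the DNA replication, G2/M and S phase lists in ENZ.VEH (-0.13, -0.40 and -0.23), and the androgen-induced and ribosomal protein lists in APA.VEH (-0.14 and 0.0494). Camera presets the correlation between genes at 0.01, where fry estimates it. With only the groups compared in the fit, the sterol list with ENZ (-1.06, fry adjusted p 0.067) and APA (-0.95, adjusted p 0.052) and the androgen-induced list in BIC.VEH (0.54, adjusted p 0.067) were no longer called. The adjusted p of the last ranged from 2e-23 to 0.067 over its alternatives. The sterol list in APA.VEH, at -0.02, reversed to 0.00481 under median-ratio scaling and to 0.0126 in the block fit with the trends removed (fry adjusted p 0.86 and 0.82).

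For the GSVA scores, 30 values from both replicates kept their side of the threshold, 2 passed it anew and 4 no longer passed it. The DNA replication score differed by 0.497 with no filter (exact permutation, adjusted p 0.12), 0.4968 under median-ratio scaling (adjusted p 0.052) and 0.224 as the mean log2 value of the members (adjusted p 0.30), with a range of 0.016 to 0.30 over its alternatives. The sterol score differed by 0.178 as the mean log2 value (adjusted p 0.30, range 0.014 to 0.30). With the replicate block, the G2/M (0.467) and S phase (0.405) scores passed the threshold (adjusted p 0.016 and 0.019, ranges 0.016 to 0.33 and 0.019 to 0.33). The androgen-induced score passed it under every alternative that tested it, with adjusted p from 0.0093 to 0.016. Of the correlations between antagonist effects, that of ENZ and APA was 0.858 with a pseudocount of 0.1. The mean r without a shared library was then 0.398 for BIC with ENZ, 0.398 for BIC with APA and 0.412 for ENZ with APA. At a TPM of at least 5 these means were 0.595, 0.602 and 0.568. Among the genes called for DHT against VEH, the correlations of BIC with ENZ, BIC with APA and ENZ with APA were 0.972, 0.972 and 0.990 (simulated r 0.501, 0.501 and 0.499). These genes were selected with the same DHT libraries and the simulation did not repeat that selection, so these values are no measure of similarity.

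For single genes, 345 values under an alternative with a test kept their side of the threshold, 17 passed it anew and 23 no longer passed it. Of those that no longer passed it, 22 came from the fit with only the groups compared, and 1 was RNU5E-1 at a TPM of at least 5. With 2 libraries per group, a fit without 1 of them always moves a group mean by less than the SD, so that measure decides nothing here, and values that moved by more than 1.5 times are given beside the results. The depth of the libraries is not known from TPM. The sampling noise of genes with low values could therefore not be separated from other sources of spread between replicates.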

Other observations

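The list test of BIC.VEH against VEH was planned, as were median-ratio scaling and the gene selections for the retained share. Their use here to test an explanation was chosen after the data were seen. The tests on GC content and transcript length in the cell cycle lists and in the androgen-induced list with BIC were written down before their result was seen. All other tests in this part were chosen after.

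Replicate 1 of ENZ.DHT and of APA.DHT deviated from replicate 2 in the same genes. Each group's difference between replicates, less the mean difference of the 6 other groups, correlated across genes at 0.623 between these 2 groups, against -0.187 to 0.348 for the 27 other pairs. Both also had the trend on transcript length given in the report. The tables argue against that trend as the whole cause, since the correlation was 0.5295 once GC and length trends were removed, with at most 0.326 for the other pairs. They argue against a few genes taking a larger share, since the mitochondrial share of ENZ.DHT replicate 1, at 19.44%, lay inside the range of replicate 1 libraries (16.1% to 22.3%), as did that of APA.DHT replicate 1 (19.2%). The same 2 libraries had the lowest TPM totals of all 16 (976190 in APA.DHT and 978134 in ENZ.DHT), and ENZ.DHT replicate 1 had the most genes above 0 (26605). Whether more of the DHT response was left in replicate 1 cannot be told, since the values disagree. With the trends removed the retained share was higher in replicate 1 by at least 9.857 percentage points for both antagonists and both directions. For genes higher with DHT selected by adjusted p it was lower in replicate 1, at -0.45% against 6.33% with ENZ and 2.51% against 7.36% with APA. The androgen-induced list kept 5.97% of its response in replicate 1 and 12.3% in replicate 2 with ENZ, and 6.53% and 8.14% with APA. A shared technical difference of these 2 libraries, in RNA quality or handling, was not tested and stays open.

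The cell cycle lists were lower in replicate 1 than in replicate 2 in all 8 groups, by a mean of -0.83 for S phase and -1.22 for G2/M on the log2 scale. Replicate 1 also had higher values for genes of high GC content in every group. The tables argue against the GC and length trends as the cause, since with these removed the lists stayed lower in 8 of 8 groups, by a mean of -0.7194 for S phase and -1.10 for G2/M. The labels give no date or passage for the replicates, so a difference in growth between the cultures was not tested and stays open, as does a difference between library batches.

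BIC alone raised the androgen-induced list by 0.54 on the log2 scale (fry adjusted p 0.00029, with a range of 2e-23 to 0.067 over its alternatives). In tests chosen after this was seen, the list was also higher in BIC.VEH than in ENZ.VEH (0.44, fry adjusted p 0.00067, 24 of 26 members higher) and APA.VEH (0.68, adjusted p 8.2e-05, 24 of 26 members higher). The tables argue against 3 technical explanations. RNA of DHT-treated cells in the BIC.VEH libraries would move all genes by the same linear share of their DHT response, but the median share was 9.10% and 10.3% in the 2 replicates for genes higher with DHT and 21.8% and 19.8% for genes lower with DHT, a ratio of at least 1.919. Under median-ratio scaling the list change was 0.5623, and in the block fit with GC and length trends removed it was 0.556. As a hypothesis found and tested on the same data, BIC could act in part like an androgen in cells deprived of it. Reads shared between KLK2 and KLK3 were not tested.

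Between antagonists without DHT, a comparison chosen after the data were seen, limma called 2 genes for BIC.VEH against APA.VEH and 0 for BIC.VEH against ENZ.VEH (297 genes at an unadjusted p below 0.05). The 2 genes were RNU5E-1 and ARHGEF26 (chromosome 3, 154121003 to 154257825). ARHGEF26 stood at 81.4 ± 7.88 TPM in BIC.VEH, 58.1 ± 9.91 TPM in VEH, 38.2 ± 0.71 TPM in ENZ.VEH and 30.3 ± 3.43 TPM in APA.VEH (SD, n = 2). The VEH value lay between those of BIC.VEH and APA.VEH, so the difference is not a rise with BIC alone. For BIC.VEH against APA.VEH, ARHGEF26 had a log2 fold change of 1.40 (SE 0.15, limma adjusted p 0.013). Its adjusted p was 0.074 under median-ratio scaling and 0.40 with only the groups compared in the fit, so the call was lost in both. It was kept with the block (adjusted p 9.2e-05) and with the trends also removed (adjusted p 0.0031). It was also kept with a pseudocount of 0.1 (adjusted p 0.015), no filter (0.012) and a TPM of at least 5 (0.019). With the block there were 14 calls for BIC.VEH against APA.VEH and 1 for BIC.VEH against ENZ.VEH. With the trends also removed there were, in the same order, 27 and 0 (1067 genes at an unadjusted p below 0.05). With no filter on low values there were 17 and 15.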
